A study of Homo sapiens with 4 samples.

How the data were processed

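RNA was measured in single cells of NGP, an established human neuroblastoma line, on the ddSeq droplet device. Per the labels' protocols, polyadenylated RNA was turned into libraries with the SureCell WTA 3' kit, which reads the 3' end of transcripts. Cells had been synchronised by removal of serum and then exposed for 24 h to Nutlin-3, a compound that blocks the binding of MDM2 to p53, or to the solvent ethanol. There were 4 libraries, 2 per treatment. Within a treatment they differed in the dilution of the ERCC spike-in RNAs, a set of synthetic transcripts added in known proportions, which was 1000-fold in one library and 10000-fold in the other.

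The deposited table holds whole-number counts per gene and column, with 25693 Ensembl gene identifiers, 62 ERCC species and 500 columns. Each column is named by 12 bases followed by a word for treated or untreated, and 250 columns carry each word. Columns named as treated were taken as Nutlin-3 because the label of those libraries uses that word, and columns named as untreated were taken as ethanol because it is the other treatment in the labels. No column name tells which of the 2 libraries of a treatment it came from. Each treatment was therefore handled as 1 pool, and 0 columns were left unassigned to a treatment. The aligner, the reading of barcodes and molecular tags, the genome build, the annotation and the filter on cells are not given in the sources used here.

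The design fixed before the data were examined called for a test on 4 library sums. With 1 pool per treatment there were no replicates, so no test between treatments was run, no p-value was computed, and no difference has a replicate check. Counts were summed over the 250 columns of each treatment, without the ERCC species. Scaling factors came from the TMM method of edgeR 4.0.16 in R 4.3.3. They were 0.9995 for Nutlin-3 and 1.0005 for ethanol. The edgeR filter on low counts with its minimum of 10 kept 14830 genes. The log2 fold change of Nutlin-3 over ethanol was computed with 0.5 counts added to each sum. Its 95% interval came from the exact binomial interval of the Nutlin-3 share of both counts, and intervals of sums are exact Poisson intervals. Intervals of shares of columns take columns as independent, and those of medians take columns or genes so. No interval holds variation between cultures, and all others cover counting error only. They take counts as independent molecules, which the small spread of counts between columns puts in doubt, and they hold no variation between cultures.

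Genes were named by a rule of size. The rule fixed beforehand also asked for an adjusted p and for separation of the libraries, which could not be had, so the 5 raised and 5 lowered genes with the largest fold changes among the 8844 genes with a mean of at least 50 CPM (counts scaled to a common library total) were taken. CDKN1A, MDM2, MYCN, MKI67 and TOP2A were named whatever their values, and a further gene of that rule is not reported here. Lists of 50 p53 targets, 43 S phase genes and 54 G2/M genes were also fixed beforehand. The S phase and G2/M lists are markers of dividing cells, and all of their genes were in the table. Each list's median was given with an order-statistic interval and its place among 10000 random lists of the same size, drawn from 50 bins of mean expression. Gene names and positions came from GENCODE release 29 on GRCh38, matched by identifier for 25602 of the 25693 genes. The other 91 had no symbol. That build need not be the one the authors used.

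For values per column, columns were thinned at random to 700 counts, the lower quartile of the shallower pool rounded down, or to 350, and shallower columns were left out. Cell cycle phase was scored with scanpy 1.11.5 in Python 3.11.15 after scaling to 10000 counts. Neighbours were found with 1000 variable genes, 10 principal components (scikit-learn 1.9.0) and the 15 nearest columns, among genes seen in at least 3 columns. The design asked for neighbours in other libraries, and since libraries could not be told apart the share of neighbours from the same treatment was used. Variable genes were ranked by variance. Ranking by variance over mean was tried first, picked genes seen in few columns and left tied distances, so the ranking was changed after its result had been seen. Both are given. No doublet caller was run, since all cells are of one line.

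Columns were split into large and small at a total of 4000 counts, a value set after a gap in the totals was seen. Column names were compared with the known build of the kit's bead oligonucleotide, which is taken from general knowledge and not from the deposited table. In that build a run of 0 to 5 leading bases is followed by a barcode block of 6 bases, a constant linker, a second block, a second linker and a last block. The spread of each gene over columns was compared with Poisson counts simulated from the same gene and column totals. For the chromosomal order of expression, medians of 11 neighbouring protein-coding genes were compared with 1000 shuffled gene orders.

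Alternatives were the DESeq2 1.42.0 median-of-ratios size factors, no filter on low counts, removal of columns under the median divided by 3, above 2 times the median or above 20% mitochondrial counts, thinning to the smaller total, other depths, and other neighbour settings. Large columns alone, small columns alone, ERCC counts as the library size and the other gene ranking were added after the data were seen. The fold and list computations were tested on simulated data for the comparison of the pooled sums. Over 14830 genes with 200 changed by a log2 fold of 1, the median recovered was 0.95 for raised and -0.97 for lowered genes. The true value lay within 95.9% of intervals. The simulated sums were independent Poisson draws, so this checks the computation only. It does not show how well the intervals cover in the deposited counts, which spread less than Poisson counts between columns. On 2000 simulated genes over 96 columns, the median variance over mean came out at 0.99 for Poisson counts.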

Results

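The response of NGP cells to Nutlin-3 was measured with droplet single-cell RNA sequencing, as part of a comparison of single-cell technologies on a perturbed cell line. NGP is a neuroblastoma line with amplified MYCN, and Nutlin-3 frees p53 from its inhibitor MDM2. Each treatment was represented by 250 columns, pooled from 2 libraries that the column names did not separate. No value below has a replicate, and the differences compare 1 pool with 1 pool.

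The ethanol columns held 1345123 counts and the Nutlin-3 columns 1305239. Of these, 1342134 and 1301232 came from human genes and 2989 and 4007 from ERCC species. In the ethanol pool 23031 human genes and 52 of the 62 ERCC species had at least 1 count, against 23161 genes and 59 species in the Nutlin-3 pool. Column totals ran from 306 to 13502 in ethanol, with a median of 2294, and from 253 to 13501 in Nutlin-3, with a median of 2020.5. The totals formed 2 classes. In each pool 113 columns exceeded 4000 counts, the smallest of them with 6319 in ethanol and 5288 in Nutlin-3, and the largest of the other 137 columns held 3598 and 3202. Large columns carried 88.7% of the ethanol counts and 89.2% of the Nutlin-3 counts.

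**Figure D1:**
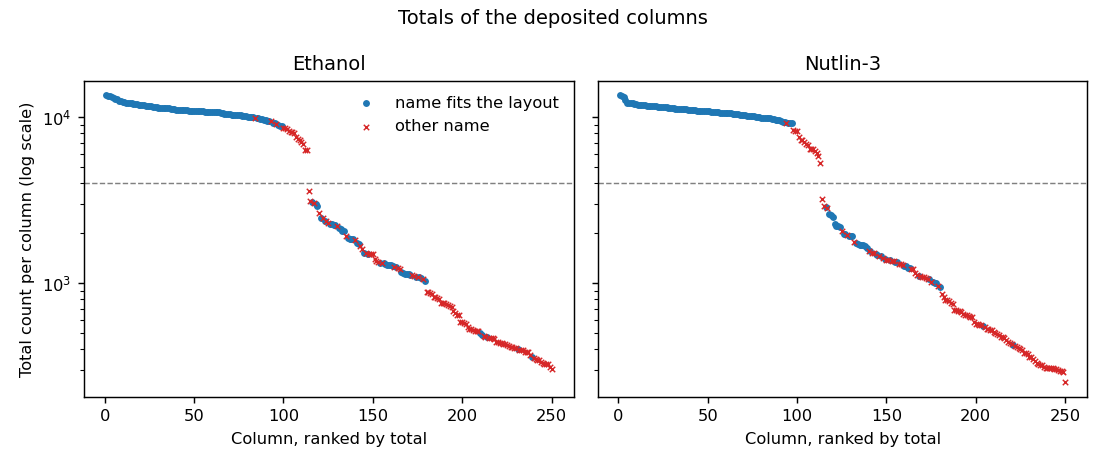
Total count of each deposited column (log scale) against its rank within ethanol (left) and Nutlin-3 (right). Filled circles are columns whose name has the form of a barcode block and linker start, crosses are other names, and the dashed line marks 4000 counts, which separates 113 large from 137 small columns in both treatments.

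The median column held 2287 human counts in ethanol (95% order-statistic interval over columns, 1752 to 7016) and 2010.5 in Nutlin-3 (1562 to 6189). The median number of genes was 2218.5 (1718 to 6488) and 1980.5 (1520 to 5730). Both intervals overlapped between treatments. Leaving out columns under the median divided by 3 moved the count medians furthest, to 9132 in ethanol and 9187 in Nutlin-3. At a common depth of 700 counts, 194 ethanol and 187 Nutlin-3 columns remained, 56 and 63 being too shallow, and the median number of genes was 693 and 694. Nearly every count at that depth therefore fell on a separate gene. Without thinning, 92.5% of the nonzero values in ethanol and 93.0% in Nutlin-3 were equal to 1, and the median column had 1.05 counts per detected gene in both. The median share of mitochondrial counts was 1.17% in both, with a maximum of 8.96% in ethanol and 9.78% in Nutlin-3.

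Names and counts of the columns set limits on what a column stands for. Of the 250 names in each treatment, 219 occurred in both. Spread was examined in the 96 large columns whose names had the form of a barcode block and linker start. There, counts of genes with a mean near 1 varied less between columns than Poisson sampling. Among the 5120 genes with a mean of 0.9 to 1.2 in ethanol, the median ratio of variance to mean was 0.104, against 0.994 in simulated Poisson counts. The value for 5000 such genes in Nutlin-3 was 0.105, against 1.00. The gap was smaller for genes with much lower or higher means. In ethanol the median ratio was 0.842 against 0.982 for means of 0.1 to 0.3, and 0.991 against 1.03 for means of 4 to 100. In Nutlin-3 these ratios were 0.853 against 0.982 and 0.820 against 0.985. The values are called columns here, not cells.

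**Figure D2:**
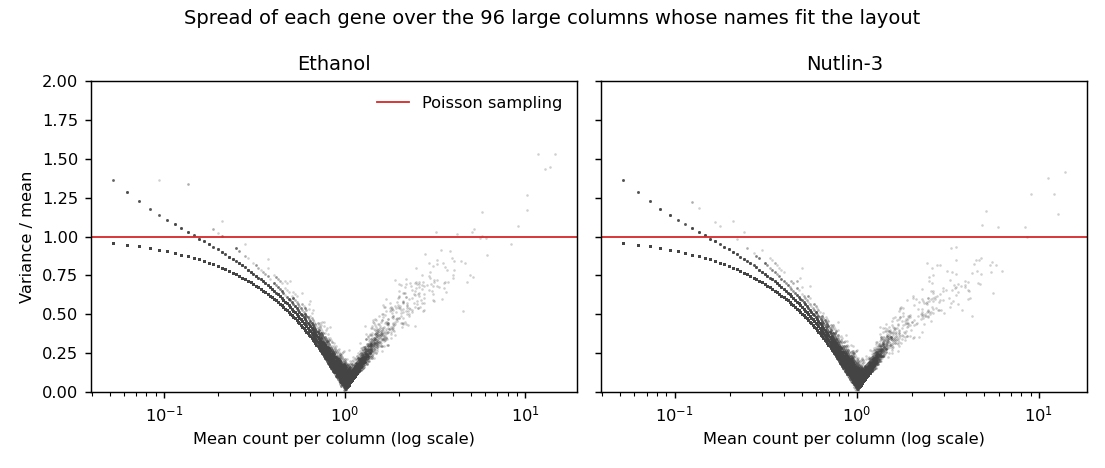
Variance over mean of each gene's count across 96 large columns, plotted against its mean count per column (log scale) for ethanol (left) and Nutlin-3 (right). Each point is a gene, and the line at 1 is the ratio under Poisson sampling. The ratio falls to a minimum for genes with a mean near 1, where its median is 0.104 in ethanol and 0.105 in Nutlin-3.

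Genes that differed between Nutlin-3 and ethanol were looked for in the pooled sums, since the treatment is the contrast of the design. Over the 8844 genes with a mean of at least 50 CPM, the median log2 fold change was -0.01 and the central 95% of genes lay between -0.37 and 0.37. The extremes were -1.17 and 2.60. Of the 20 most raised genes, 11 belonged to the p53 target list fixed beforehand. Scaling to ERCC counts in place of human counts, chosen after the data were seen, lowered every fold and moved the median of all genes to -0.47. Fold changes below are relative to the human counts unless stated.

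PHLDA3 (ENSG00000174307, chromosome 1, 201464383 to 201469237 in GRCh38) had the largest increase among genes with a mean of at least 50 CPM. Its count was 120 in Nutlin-3 (95% Poisson interval 99.5 to 143) and 20 in ethanol (12.2 to 30.9), a log2 fold change of 2.60 (95% counting interval 1.94 to 3.39). TNFRSF10B (ENSG00000120889, chromosome 8, 23020133 to 23069179) followed with 115 against 23 counts and a log2 fold change of 2.34 (1.71 to 3.08). TP53INP1 (ENSG00000164938, chromosome 8, 94925972 to 94949411) had 123 against 41 counts, a log2 fold change of 1.62 (1.11 to 2.18). FDXR (ENSG00000161513, chromosome 17, 74862497 to 74873031) had 119 against 41 counts, a log2 fold change of 1.57 (1.06 to 2.13). In the 113 large Nutlin-3 columns these genes averaged 0.94 to 1.01 counts and were seen in 90.3% to 95.6% of columns. Counts of many genes stayed near 1 there. The order of these genes may therefore follow their ethanol counts more than their Nutlin-3 levels, and their increases may be understated.

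CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687339), the gene of the cell cycle inhibitor p21, was the fifth. Its count was 188 in Nutlin-3 (162 to 217) and 70 in ethanol (54.6 to 88.4), or 145 against 52.1 CPM, and its log2 fold change was 1.46 (1.07 to 1.89). The size of this difference varied with the class of columns. In the large columns the counts were 143 and 67, a log2 fold change of 1.13 (0.71 to 1.57), and in the small columns they were 45 and 3, a log2 fold change of 3.84 (2.41 to 6.38). All 5 raised genes are in the p53 target list.

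The 5 lowered genes had smaller fold changes. In the large ethanol columns they averaged 0.76 to 0.885 counts, so a limit of counts near 1 could compress their decreases too. The sizes of raised and lowered changes are therefore not compared further. CACYBPP2 (ENSG00000177855, chromosome 2, 183607442 to 183608119) had 41 counts in Nutlin-3 and 96 in ethanol, a log2 fold change of -1.17 (-1.75 to -0.64). It is annotated as a processed pseudogene, and whether its reads were shared with CACYBP is open, so this value is uncertain. ESCO2 (ENSG00000171320, chromosome 8, 27771949 to 27812640) had 48 against 107 counts, a log2 fold change of -1.10 (-1.63 to -0.61). The log2 fold change of VSNL1 (ENSG00000163032, chromosome 2, 17539126 to 17657018) was -1.0 (-1.51 to -0.52), from 53 against 110 counts. That of MYBL1 (ENSG00000185697, chromosome 8, 66562175 to 66614247) was -0.99 (-1.55 to -0.47), from 45 against 93 counts. MTFR2 (ENSG00000146410, chromosome 6, 136231024 to 136250335) had 44 against 90 counts and a value of -0.98 (-1.54 to -0.45). Genes picked as extremes of many have fold changes that counting error tends to enlarge.

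MDM2 (ENSG00000135679, chromosome 12, 68808176 to 68850686) rose from 315 counts in ethanol (281 to 352) to 504 in Nutlin-3 (461 to 550), a log2 fold change of 0.72 (0.52 to 0.93), and was 0.25 when scaled to ERCC counts. MYCN (ENSG00000134323, chromosome 2, 15940564 to 15947007) was among the most abundant genes, with 877 counts in Nutlin-3 and 1140 in ethanol and a log2 fold change of -0.33 (-0.46 to -0.20). In the small columns alone its value was -0.06 (-0.35 to 0.23). TOP2A (ENSG00000131747, chromosome 17, 40388516 to 40417950) had 275 against 366 counts and a log2 fold change of -0.37 (-0.60 to -0.14). For MKI67 (ENSG00000148773, chromosome 10, 128096659 to 128126385) the counts were 141 and 178, and the interval of its log2 fold change of -0.29 (-0.62 to 0.04) included 0. This gene differed by class of columns, with -0.07 (-0.43 to 0.29) in the large columns and -1.32 (-2.30 to -0.47) in the small ones, from 15 against 42 counts. The large columns held 126 of the 141 Nutlin-3 counts and 136 of the 178 ethanol counts. There MKI67 averaged near 1 count and was seen in 98.2% of Nutlin-3 and 100% of ethanol columns. A limit of counts near 1 could therefore compress its decrease in the large columns and in the sums. The interval that includes 0 does not show that MKI67 was unchanged.

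**Figure D3:**
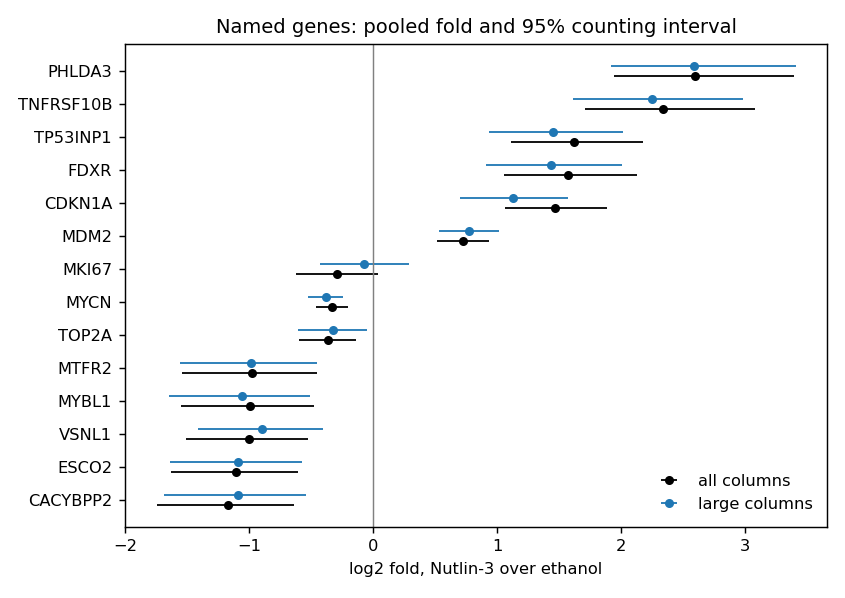
Log2 fold change of Nutlin-3 over ethanol (horizontal axis) for the 14 named genes, from the sums over all columns (black) and over the 113 large columns (blue). Points are fold changes and bars are 95% counting intervals, with no replicate error; PHLDA3 lies highest at 2.60 and CACYBPP2 lowest at -1.17.

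The lists addressed whether p53 targets rose and proliferation genes fell as groups. Of the 50 p53 targets 45 were in the table and 42 passed the filter. Their median log2 fold change was 0.55 (order-statistic interval over genes, 0.33 to 1.11) and their mean 0.97, with 41 members higher and 1 lower in Nutlin-3. TRIM22 had 0 counts in ethanol and 15 in Nutlin-3, so its fold is a lower bound. With 3 counts set for ethanol it still lies above the median, which stays the same. None (0) of 10000 random lists matched on expression had as high a median, and the central 95% of them lay between -0.07 and 0.06. Scaling to ERCC counts moved the median most, to 0.081, with 23 members higher and 19 lower, where the median of all genes was -0.47 and 0 of the matched random lists came as high.

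The 42 S phase genes that passed the filter had a median log2 fold change of -0.28 (-0.36 to -0.21), with 41 members lower and 1 higher. All 54 G2/M genes passed, with a median of -0.25 (-0.32 to -0.21), 53 members lower and 1 higher. For both lists 0 of 10000 random lists were as low. The medians were smaller in size in the large columns alone, at -0.18 for S phase and -0.17 for G2/M genes, and larger in the small columns alone, at -0.74 and -0.54. Members of a list vary together within a culture, so these ranks describe the 2 pools and are not a test of the treatment.

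Spike-in counts were compared because they relate the RNA captured to a fixed amount added. ERCC species took 0.222% of all counts in ethanol (95% exact binomial interval 0.214 to 0.230) and 0.307% in Nutlin-3 (0.298 to 0.317). The shares were higher in the small columns, at 0.329% and 0.536%, than in the large ones, at 0.209% and 0.279%. There were 449 human counts per ERCC count in ethanol and 325 in Nutlin-3, and the ratio of Nutlin-3 to ethanol was 0.723 (0.690 to 0.759). Each pool joins a dilution of 1000-fold and one of 10000-fold in unknown proportion. The 2 dilutions could not be compared, and a different mixture of libraries in the 2 pools cannot be told apart from a different amount of RNA. Counts that stay near 1 for many genes could also move the ratio of Nutlin-3 to ethanol. Human counts would then follow the genes detected more than the RNA captured.

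CDKN1A was also counted per column. At 700 counts it was seen in 32 of 187 Nutlin-3 columns, or 17.1% (exact binomial interval 12 to 23.3), and in 10 of 194 ethanol columns, or 5.15% (2.5 to 9.28). These intervals take columns as independent, which the likeness of many column names, given below, puts in doubt. They did not overlap. In the 113 large columns of each treatment, thinned to the same 700 counts, they did, at 11.5% (6.27 to 18.9) in Nutlin-3 and 7.96% (3.71 to 14.6) in ethanol. Without thinning the shares were 62.8% and 27.6% of 250 columns, at median depths of 2010.5 and 2287 counts, and leaving out the large columns gave 25.7% (16.2 to 37.2) of 74 and 1.23% (0.031 to 6.69) of 81 thinned columns. Without thinning, the large columns also differed, with CDKN1A in 100% of 113 in Nutlin-3 and 58.4% of 113 in ethanol. The line offers no cell type that lacks the gene, so the share that free RNA gives is unknown.

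Cell cycle phase was scored because the cells had been synchronised. At 700 counts 12.4% of ethanol columns were called G1 (8.09 to 17.8), 33.5% S (26.9 to 40.6) and 54.1% G2/M (46.8 to 61.3). In Nutlin-3 the shares were 33.2% (26.5 to 40.4), 21.9% (16.2 to 28.5) and 44.9% (37.7 to 52.3). The G1 share was higher in Nutlin-3, while the intervals for S and G2/M overlapped between treatments. Here too the intervals take columns as independent, and their overlap is not a test of a difference. At 350 counts the G2/M intervals were apart, at 56.8% (50.3 to 63.2) in ethanol and 41.6% (35.1 to 48.2) in Nutlin-3, and S was at 27.4% and 26.4%. The S or the G2/M score lay within 0.05 of 0 in 107 of 194 ethanol and 94 of 187 Nutlin-3 columns. Closeness of the 2 scores to each other was not counted. Without thinning, over all 250 columns per treatment, 1.60% of ethanol and 10.8% of Nutlin-3 columns were called G1. Free RNA was not ruled out, and no share of dividing cells is read from these calls.

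Whether columns lay nearest to columns of their own treatment was examined at 700 counts. On average 54.6% of the 15 nearest neighbours of an ethanol column were ethanol columns (SD over columns 15.2), against 50.8% for random neighbours. For Nutlin-3 the mean was 52.2% (SD 13.4), against 48.9%. Columns are not replicates, so neither difference was tested. With all counts used and scaled, the shares rose to 78.6% (SD 18.2) and 82.9% (SD 17.2), against 49.9% for random neighbours. Treatment and library coincide in these pools, so a difference between libraries would give the same separation.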

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

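Large columns alone (also for the share of columns with CDKN1A), small columns alone, ERCC counts as the library size and ranking of variable genes by variance over mean were tests chosen only after the data were seen. The other alternatives were fixed before the data were examined. No analysis paired by library was possible because the columns carry no library or dilution, which leaves 1 pool per treatment. For the same reason the edgeR and DESeq2 tests, the replicate block, ERCC library sizes with that block, camera, fry and leaving out each library were not run. Removal of columns above 20% mitochondrial counts took out 0 columns and says nothing about stability.

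For the 14 named genes, 84 values under 6 alternatives were compared with the counting interval of the first value. Of these, 70 stayed within it, 14 left it with the same sign, and 0 changed sign. The 14 came from ERCC scaling and from small columns alone. The other alternatives keep most or all of the same counts, so values that stayed within the interval there say little about stability. Removal of columns above 2 times the median leaves those same small columns and was not counted again, nor was the mitochondrial limit.

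The medians of the gene lists kept their direction under all alternatives run. Size factors, no filter, thinning to the smaller total and removal of the shallowest columns left the p53 target median between 0.50 and 0.57, large columns alone gave 0.47 and small columns alone 0.89. Scaling to ERCC counts gave 0.081 for p53 targets, -0.75 for S phase and -0.72 for G2/M genes. That scaling subtracts one constant from every gene, the median of all genes being -0.47. Large columns alone gave -0.18 for S phase and -0.17 for G2/M genes. Small columns alone gave -0.74 and -0.54, and the same 137 columns per treatment remained when columns above 2 times the median were left out, so these are the same values. In small columns 17 p53 targets, 30 S phase and 50 G2/M genes passed the filter.

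Medians per column followed which class of columns was kept. Without columns under the median divided by 3, ethanol had 9132 counts and 8628 genes, and Nutlin-3 9187 and 8434. Without columns above 2 times the median, ethanol had 868 and 805, and Nutlin-3 828 and 748. Thinning set genes to 693 and 694 at 700 counts and to 348 in both at 350.

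The ERCC share stayed higher in Nutlin-3 than in ethanol throughout. The median of single columns was 0.237% in ethanol and 0.338% in Nutlin-3. Large columns gave 0.209% and 0.279%, small columns 0.329% and 0.536%. The ratio of human counts per ERCC count was 0.612 in the small columns, by either way of choosing them, and 0.747 in the large. The cause was not tested.

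The share of columns with CDKN1A moved with depth and kept its order. It was 27.6% in ethanol and 62.8% in Nutlin-3 without thinning, 2.07% and 7.36% at 350 counts, and 1.23% and 25.7% without columns above 2 times the median. In large columns it was 7.96% and 11.5% at 700 counts, with overlapping intervals, and 58.4% and 100% without thinning.

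Without thinning and over all 250 columns per treatment, the ethanol columns were called 1.60% G1, 17.6% S and 80.8% G2/M, and the Nutlin-3 columns 10.8%, 13.6% and 75.6%. At 700 counts, at least 2 counts of the G2/M list were seen in 96.4% of 194 ethanol and 92.0% of 187 Nutlin-3 columns. At 350 counts the 6 shares stayed within the intervals of those at 700, but the G2/M intervals of the treatments no longer overlapped. The cause was not tested, since the setting without thinning also adds the shallow columns.

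The share of neighbours from the same treatment at 700 counts stood against 50.8% in ethanol and 48.9% in Nutlin-3 for random neighbours. With 20 components it was 49.7% in ethanol and 54.7% in Nutlin-3, without the cell cycle lists 52.2% and 54.4%, and with the ranking by variance over mean 51.7% and 49.8%. With all counts it was 78.6% and 82.9%. The cause was not tested. The setting with all counts also adds the shallow columns, so an effect of depth cannot be told apart from theirs. In that setting 88.7% of the ethanol counts and 89.2% of the Nutlin-3 counts lie in 113 columns each.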

Other observations

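All tests in this part were chosen after the results they bear on had been seen, and the layout of the bead oligonucleotide used in them is general knowledge of the kit and not part of the deposited table. No biological explanation was tested for the form of the names, the spread of counts or the order of genes, since the design gives no group for them.

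The names of the columns followed a regular form. In each treatment 96 large columns had names made of 0 to 5 fixed leading bases, 6 variable bases and the start of the constant linker, and they fell evenly over the 6 possible offsets, 16 on each. The same 96 names occurred in both treatments. In all, 219 of 250 names were shared between ethanol and Nutlin-3, where random 12-base names would share 0.00373 on average. A candidate explanation is that the 12 bases are the start of the read and hold only the first of the 3 barcode blocks, so that a column pools the many cells whose beads carry that block. The alternative, 1 cell per column with a barcode drawn from a large set, is argued against by both the shared names and the even offsets. Of the other 154 names per treatment, 94.8% in ethanol and 94.2% in Nutlin-3 lay 1 change from one of the 96, against 0 of 1000 random names. They may be copies of the same blocks with a sequencing or synthesis error, and 16 of the 17 other large columns in each treatment differed from one of the 96 in the first base only.

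Counts of genes with a mean near 1 were also too even. Over the 96 columns, 89.3% of the values of genes with a mean of 0.9 to 1.2 in ethanol were exactly 1, where Poisson counts would give 36.5%. The median variance over mean of these genes was 0.104, lower than for genes with smaller or larger means, at 0.281 for means of 0.6 to 0.9 and 0.243 for means of 1.2 to 2. Averaging over many cells does not account for this, since it would bring the ratio down to that of Poisson counts and not under it, and 100% of these genes lay below the 2.5% quantile of 0.750 in simulated counts. A pattern with its minimum at 1 is consistent with a molecular tag that was read over a constant stretch of the oligonucleotide, so that most molecules of a gene in a column collapse into 1 count. The collapse would have to be incomplete, since MYCN averaged 8.21 counts per large column in ethanol. The reading of tags is not given in the sources used here, and other causes stay open.

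One further column bears on that reading. CTCTGAGCTGAA, which is part of the second linker, was a large column in both treatments. If tags were taken from the bases after the name, its tags would fall on the last barcode block and vary. It held 2.38 counts per detected gene in ethanol and 2.29 in Nutlin-3, whereas the highest value among the other 112 large columns was 1.29 and 1.26. Its highest single value was 87 in both treatments, against 27 and 30 elsewhere in large columns, and its mitochondrial share was 7.07% and 8.13%, against at most 1.43% and 1.38%. A small column, CTCGAGCTGAAC, which holds the last bases of the same linker, had 1.44 counts per detected gene in ethanol and 1.43 in Nutlin-3, also above those 112. Names that end no linker were raised as well. Among small columns, the 11 ethanol names that end in TAGCA, the linker start with 1 base lost, had a median of 1.13 counts per detected gene, and the 13 in Nutlin-3 a median of 1.14, against 1.02 for the other small columns of either treatment. This argues against a tag that varies only at the end of a linker, and why these names differ was not tested. All of these columns were singled out after their values were seen. If tags were read over a constant stretch in most columns, the deposited values would count a gene's presence in a barcode group more than molecules. Fold changes of abundant genes, and of genes that reach a mean near 1 in either treatment, would then be understated. A fresh reading of the barcodes from the raw reads would decide it and was not run here.

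Fold changes of many p53 targets were larger in small than in large columns, as for CDKN1A with 3.84 against 1.13. A limit of counts near 1 could compress folds in large columns, more so for genes that already average 0.5 counts or more there in ethanol. For 21 such targets the median excess of the small-column log2 fold was 0.68 (0.30 to 0.94), and 17 of 21 were higher in small columns. Only 2 targets with a lower mean reached the minimum of 10 counts in small columns, 1 of them with 0 counts there in ethanol. That minimum also favours genes that rose in small columns, and PHLDA3, which missed it, had 2.25 in small against 2.59 in large columns. The comparison of the classes of targets is therefore void, and a compression by the limit and a true difference between the classes of columns cannot be told apart.

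Expression along the chromosomes showed runs of abundant neighbouring genes on chromosome 12. The highest median of 11 neighbouring protein-coding genes was 199 CPM, from MDM1 to CCT2 around MDM2 (68272443 to 69601570 in GRCh38), against a median of 61.6 CPM over all 14657 genes. It was 188 CPM in Nutlin-3 and 211 in ethanol, so it was not specific to the treatment. A second run lay from BCL7A to KNTC1 (122019422 to 122626396), at 181 CPM, and another from CDK4 to SLC16A7 (57747727 to 59789855), at 154 CPM. In 0 of 1000 shuffled gene orders did any window reach the value of any of these 3, which argues against chance order. The window centred on CDK4 lay at the 99.9th percentile of 14417 windows, as did that on MDM2. Their neighbour medians were 121 and 138 CPM. A median of 11 genes is not set by 1 abundant gene, so these values restate the pattern and are no separate test. MYCN was examined with CDK4 and MDM2 at first and left out of the pattern after its window was seen to lie at the 97.9th percentile. A gain of DNA copies over these segments may explain the runs. Copy number was not measured here, regional activity of genes stays open as well, and counts that stay near 1 might hide part of such an excess.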
